A study of Zea mays with 4 samples. Its data were reported in "Quantitative RNA pseudouridine maps reveal multilayered translation control through plant rRNA, tRNA and mRNA pseudouridylation" (2025).

How the data were processed

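The data came from shoots of maize (Zea mays) of the inbred line B73, the line behind the maize reference genome. Pseudouridine (Ψ), an isomer of uridine, was mapped in polyadenylated RNA by bisulfite-induced deletion sequencing (BID-seq). In this method bisulfite forms an adduct with Ψ, and reverse transcriptase skips the modified base, which leaves a gap in the read at that position. The labels list 4 libraries, namely 2 input libraries without bisulfite and 2 bisulfite-treated libraries, numbered 1 and 2 within each group. According to the methods of the study, the RNA for these libraries went through a single poly(A) enrichment, which leaves some ribosomal RNA in it.

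The authors ran the reads through a published BID-seq pipeline on the Zm-B73-REFERENCE-NAM-5.0 assembly and deposited a list of sites for the tissue as a whole. The read count at each site is a deposited value in which the authors summed the replicates, and it is called the depth here. The gap ratio, also deposited, is the authors' share of gapped reads among all reads at the site. The Ψ fraction is the authors' conversion of the gap ratio to a stoichiometry through a calibration curve that depends on the bases around the site, and it is given as a percentage here. A pass score of 1 or 2 is deposited beside each site without a definition, and it was used only to split the list. Sites had already been filtered by the authors with a P value-based method, so every site analysed here had passed it. Its threshold at each depth is not stated in the methods of the study. The calibration stretches gap ratios by different factors in different sequence contexts, which affects the fractions compared below.

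The depth multiplied by the gap ratio came within 0.00244 of a whole number at all sites, and the rounded product was taken as the number of gapped reads. Each gap ratio is accompanied by a Wilson confidence interval at the 95% level. These intervals cover counting error only, since sequencing reads after amplification are not independent molecules. No interval is given for the calibrated fraction, because the error of the calibration curve is unknown here. The list gives no value for a single library, so there is no replicate SD and the total depth of each library is unknown. An SD in the text is a spread over sites. Whether the summed depth holds treated reads alone is not stated in the header. Where a motif was not seen, the upper limit of its Wilson interval is given.

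Sites were grouped by the base before and the base after the Ψ (3-base motif), read from the 21-base window listed with each site, in which the site is base 11. The classes of the Ψ fraction were under 20%, 20 to 50% and over 50%. Mean fractions of each motif with at least 10 sites were compared with those of the remaining sites by a two-sided permutation test with 100000 resamples, adjusted by the Benjamini-Hochberg method over the 6 motifs. The smallest p such a test can give is 1e-05. Sites are not replicates, so these tests describe the listed sites. Gene features were taken from the annotation that the authors listed with each site, and positions are given as deposited. Gene symbols were matched to the RefSeq gene table of the same assembly, where 359 of 362 were found, and gene limits come from that table. Gene identifiers of the Ensembl type were assigned to 368 sites that lay inside a gene on the same strand in the deposited expression table.

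No genome sequence was used here. As a background for the motifs, the uridines elsewhere in the same windows were taken if they shared no base with the context of the site. There were 983 of these, of which 812 were not followed by another U, and the listed sites were compared with the latter by Fisher's exact test over 12 motifs. This comparison, and that of the 3′ UTR with the coding sequence (CDS), were added after the data had been seen. Codon positions were compared with neighbouring coding uridines of the same 3-base motif by permuting the labels of sites and neighbours within each motif. An earlier form of this test, which treated the frequencies among neighbours as known without error, was replaced after its result had been seen. A hairpin was called where at least 4 stacked pairs (Watson-Crick or G-U) closed a loop of 3 to 9 bases that held the site. Its expected frequency came from 1000 sets of windows with shuffled flanks around a fixed centre of 5 bases, and from 1000 sets in which right flanks were exchanged between sites of the same motif. The hairpin p values against these sets are one-sided and test only for an excess.

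The sites named in the text are the 5 with the highest fraction. The rule, written before the data were examined, asked for at least 20 reads in each treated library. Because only summed depths are listed, a minimum of 40 summed reads took its place. Genes with the most sites were named as well. The 2 value columns of the expression table were not used, since each of their names matches an input library and a treated library alike. For the same reason, or because counts per library were not analysed here, the planned comparison of treated with input libraries, the agreement of replicates and all comparisons with expression were not run. The alternatives that were run included the uncalibrated gap ratio, medians in place of means, minimum depths of 50 and 1600 reads, a minimum fraction of 20%, counting each gene once per motif, and chromosomes only. The tests were checked on simulated data. In 200 simulations a planted shift of 15 percentage points was found in 100%, and 4.5% of the simulations without a shift were called. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.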

Results

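To describe Ψ in the mRNA of maize shoots at single-base resolution, the sites that passed the authors' filter were examined together with their depth, gap ratio and calibrated fraction. The 4 libraries comprised 2 input and 2 bisulfite-treated libraries of B73 shoots, and the values of the list are sums over replicates. The list held 388 sites in 362 genes. A single site was found in 338 genes, 22 genes had 2 sites and 2 genes had 3 sites. Of all sites, 380 lay on the 10 chromosomes and 8 on 7 unplaced scaffolds. The plus strand carried 188 sites and the minus strand 200.

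In total 384014 reads covered the sites, and 21503 of them were gapped. The depth of a site ranged from 6 to 7284 reads, with a median of 566. The number of gapped reads had a median of 39 and a minimum of 4. Precision differed accordingly. At the 29 sites with fewer than 50 reads, the Wilson 95% interval of the gap ratio reached a median of 16.4 percentage points to either side, against 0.967 percentage points at the 132 sites with at least 1000 reads. There were 12 sites with fewer than 20 reads. The gap ratio of the same positions in the input libraries was not analysed here, so no background was subtracted.

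The gap ratio had a median of 6.82% and ranged from 2.27% to 100%, a value reached at 2 sites. After the authors' calibration the Ψ fraction had a median of 24.3% and a mean of 29.8% ± 19.5 (SD over 388 sites), with a range from 4.69% to 100%. To describe the stoichiometry, the sites were divided into classes. A fraction under 20% was found at 142 sites, or 36.6% (Wilson 95% interval 32.0 to 41.5%). A further 199 sites, or 51.3% (46.3 to 56.2%), had a fraction from 20 to 50%. The remaining 47 sites, or 12.1% (9.23 to 15.7%), had a fraction over 50%. The share under 20% moved most with the gap ratio itself in place of the fraction, to 90.5%. The share over 50% moved most among the sites with at least 1600 reads, to 1.16%.

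The classes also differed with depth. Among the 29 sites with fewer than 50 reads the median fraction was 78.3%, and 26 of them were over 50%. The median fraction was 34.8% at the 59 sites with 50 to 200 reads and 24.2% at the 143 sites with 200 to 800 reads. It was 17.1% at the 71 sites with 800 to 1600 reads and 15.5% at the 86 sites with 1600 reads or more, where 67.4% of the sites were under 20%. Across the 388 sites the gap ratio fell with depth (Spearman's rho −0.829, Pearson's r of the log10 values −0.856, permutation p 1e-05 for each, the smallest possible, adjusted p 4e-05 and 8e-05). Sites are not independent replicates, and the list holds only sites that passed the authors' filter.

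**Figure D1:**
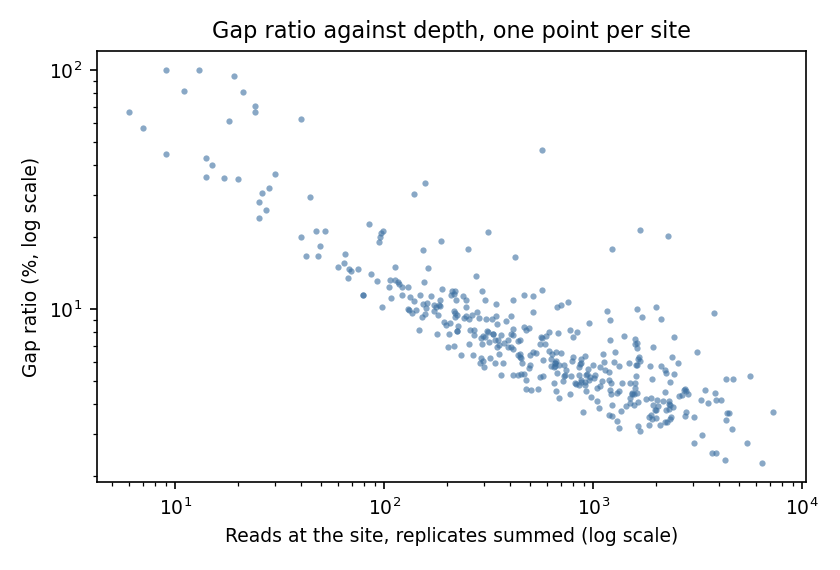
Gap ratio of each of the 388 sites (vertical axis, percent, log scale) against the reads at the site summed over replicates (horizontal axis, log scale). The lowest gap ratio among sites with 200 to 400 reads was 5.26%, and among sites with 800 to 1600 reads it was 3.16%.

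Gap ratio and fraction were related through the sequence context. Their rank correlation across sites was 0.826 (permutation p 1e-05, the smallest possible). Among the 12 five-base contexts with at least 10 sites, the median quotient of fraction and gap ratio ran from 2.12 in CGΨGG (15 sites) to 7.68 in CUΨCC (11 sites). As a result, the 114 sites with a gap ratio of 4 to 6% had fractions between 8.45% and 46.2%.

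To compare the motifs, each site was assigned to the 3 bases centred on the Ψ. The most frequent motif was CΨC with 126 sites, or 32.5% (Wilson 95% interval 28.0 to 37.3%). It was followed by GΨG with 94 sites, or 24.2% (20.2 to 28.7%), UΨC with 56 sites (14.4%) and UΨG with 55 sites (14.2%). GΨC had 29 sites, AΨC 10 and CΨG 8. CΨA had 4 sites, AΨG 3, GΨA 2 and UΨA 1, and AΨA was not found (upper limit of the Wilson 95% interval 0.980%). The base after the Ψ was C at 221 sites (57.0%), G at 160 sites (41.2%) and A at 7 sites (1.80%). No site was followed by U. The GΨG share moved most with the score: it was 31.7% among the 120 sites with a pass score of 2.

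Among 812 neighbouring uridines of the same windows, CUC made up 12.3% and GUG 13.7%. Relative to these, CΨC was the more frequent among sites by an odds ratio of 3.42 (Fisher's exact test, two-sided, adjusted p 9.28e-15) and GΨG by 2.02 (adjusted p 2.63e-05). The odds ratio was 2.11 for UΨC (adjusted p 0.000339) and 1.84 for UΨG (adjusted p 0.00251). This background counts each run of U by its last base. When all 983 neighbouring uridines were used, the share of sites preceded by U (28.9%) did not differ from the share of uridines in a run of at least 2 (31.5%, Fisher's exact test, p 0.363). CΨG made up 2.06% of the sites and CUG 15.5% of the neighbouring uridines, an odds ratio of 0.115 (adjusted p 7.55e-14). AΨG, AΨC, GΨC, CΨA and GΨA were also less frequent among sites than among neighbouring uridines. The odds ratio was 0.0801 for AΨG (adjusted p 3.73e-09), 0.309 for AΨC (adjusted p 0.000303) and 0.602 for GΨC (adjusted p 0.0222). It was 0.166 for CΨA (adjusted p 5.54e-05) and 0.145 for GΨA (adjusted p 0.00166). AΨA, absent from the sites, made up 28 of the 812 neighbouring uridines (adjusted p 4.5e-05). UΨA, with 1 site against 12 neighbouring uridines, had a similar odds ratio of 0.172, but these counts are too few to separate it (adjusted p 0.0723).

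**Figure D2:**
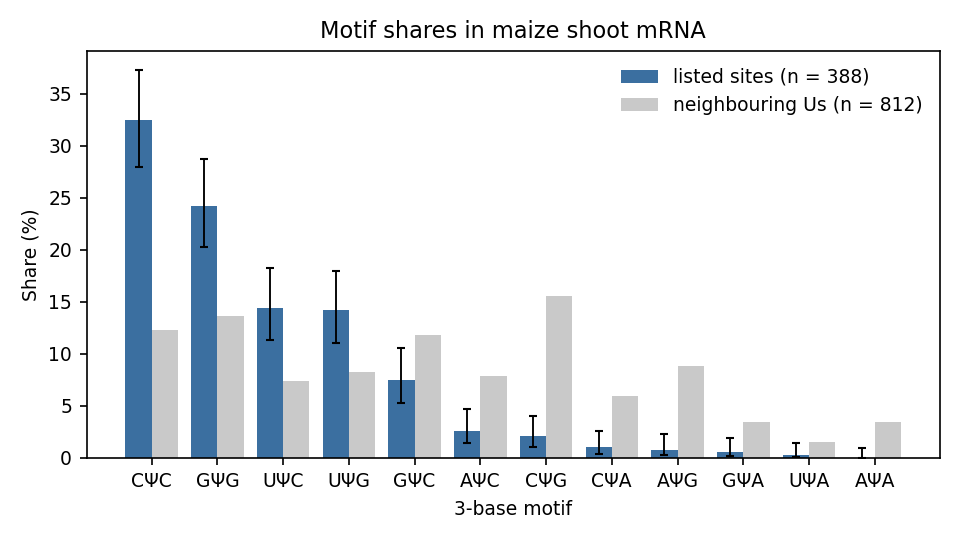
Share of each 3-base motif (vertical axis, percent) among the 388 listed sites (blue, with Wilson 95% intervals) and among 812 neighbouring uridines of the same windows that are not followed by U (grey). CΨC and GΨG made up 32.5% and 24.2% of the sites, against 12.3% and 13.7% of the neighbouring uridines.

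Whether the fraction differed between motifs was tested for the 6 motifs with at least 10 sites. UΨC sites had a mean fraction of 39.8% ± 21.3 (SD over 56 sites), 11.6 percentage points above the remaining sites (two-sided permutation test, p 9e-05, adjusted p 0.00054). AΨC sites had a mean of 46.5% ± 25.8 (10 sites), 17.1 percentage points above the remaining sites (adjusted p 0.0169). The mean was lower at CΨC sites, 25.4% ± 11.9 (126 sites), with a difference of −6.55 percentage points (adjusted p 0.00579). GΨG sites had a mean of 25.4% ± 22.2 (94 sites) and differed from the rest by −5.81 percentage points (adjusted p 0.0173). GΨC and UΨG differed from the other sites by 1.15 and −1.34 percentage points, which the test did not separate from 0 (adjusted p 0.761 for each). In each motif the SD over sites was larger than the difference in means, so the motifs overlapped widely. With the uncalibrated gap ratio the GΨG difference reversed to 2.60 percentage points, and none of the 6 differences passed an adjusted p of 0.05. For CΨC the difference shrank to −2.45 percentage points among sites with at least 50 reads (adjusted p 0.166).

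**Figure D3:**
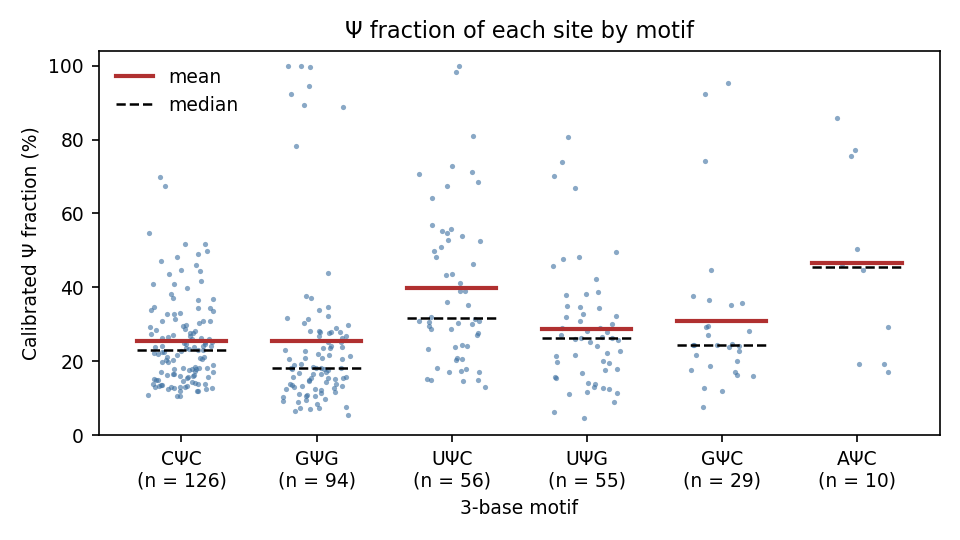
Calibrated Ψ fraction of each site (vertical axis, percent, a point per site) by 3-base motif, with the mean as a solid red line and the median as a dashed black line. The means ran from 25.4% at CΨC and GΨG sites to 46.5% at the 10 AΨC sites, and sites over 50% occurred in each of the 6 motifs.

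The position of the sites within transcripts was taken from the deposited annotation. The CDS held 315 sites, or 81.2% (Wilson 95% interval 77.0 to 84.8%). The 3′ UTR held 55 sites, or 14.2% (11.1 to 18.0%), and the 5′ UTR 13 sites, or 3.35% (1.97 to 5.65%). A further 3 sites lay in transcripts annotated as incomplete, 1 in a noncoding transcript and 1 in a stop codon. The shares of the CDS, the 3′ UTR and the 5′ UTR stayed within their intervals under the alternatives that were run. The shares were not corrected for the length of each feature. The mean fraction was 28.3% ± 16.7 in the CDS, 38.9% ± 30.8 in the 3′ UTR and 28.0% ± 12.3 in the 5′ UTR (SD over sites). The 3′ UTR mean was 10.7 percentage points above that of the CDS (two-sided permutation test, p 0.00033). This difference did not hold at higher depth: among sites with at least 50 reads it was −2.71 percentage points (p 0.214).

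For 294 coding sites the listed codon and the window could be matched. The Ψ was the first base of the codon at 58 sites, the second at 151 sites (51.4%) and the third at 85 sites. Permuting the labels of sites and neighbouring coding uridines within each motif gave expected counts of 62.7, 153 and 78.4. These expectations pool the sites with their neighbours. No position differed from them (permutation test, adjusted p 0.561, 0.806 and 0.561). The codons met most often were GUG at 42 sites, CUC at 37 and UUC at 32.

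The 5 sites with the highest fraction at a depth of at least 40 reads lay in 5 genes. The first, in LOC100274986 (Zm00001eb226010), is at position 53137573 on the plus strand of chromosome 5, in the 3′ UTR of a gene that spans 53131679 to 53137937. Its window is GGGGGTGGTGTGGCCCACGGC with a GΨG motif. Of 40 reads 25 were gapped, a gap ratio of 62.5% (Wilson 95% interval 47.0 to 75.8%) and a fraction of 89.3%. The second, in LOC103637908 (Zm00001eb373600, 10890311 to 10900755), is at position 10900419 on the minus strand of chromosome 9, in the CDS, within ACCGTCCGCTTCCGGCCGCTC. Here 10 of 47 reads were gapped. The gap ratio of 21.3% (12.0 to 34.9%) was calibrated to a fraction of 81.1%.

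The other 3 sites were covered more deeply. In LOC100274134 (vignain, Zm00001eb169010, 16651845 to 16653321), the CDS site at position 16652784 on the minus strand of chromosome 4 has a UΨG motif within ATGTCCAGGTTGATTGGAGGC. It was gapped in 263 of 566 reads, or 46.5% (42.4 to 50.6%), with a fraction of 80.7%. In LOC542052 (mha4, Zm00001eb432500, 148409956 to 148416538), the CDS site at position 148416024 on the plus strand of chromosome 10 has an AΨC motif within CTGTCCGAGATCGCGGAGCAG. Of its 157 reads 53 were gapped, or 33.8% (26.8 to 41.5%), and the fraction was 77.1%. The last site is in LOC100273196 (Zm00001eb408010, 10046907 to 10048793), at position 10048163 on the minus strand of chromosome 10, in the CDS, within GCTGTACCAGTCCGCCGTCGA. It had the highest depth of the 5, with 108 of 1197 reads gapped. Its gap ratio was only 9.02% (7.53 to 10.8%), which the calibration placed at a fraction of 74.1%.

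The same gene was also 1 of 2 with 3 sites. Its other sites, at positions 10047116 in the 3′ UTR and 10048234 in the CDS, had fractions of 11.0% (163 of 4459 reads gapped) and 25.9% (97 of 3880 reads gapped). The other gene was LOC100192861 (Zm00001eb110810) on chromosome 2. Its CDS sites at positions 222087265, 222090300 and 222090384 on the plus strand shared the CΨC motif and had fractions of 24.0%, 22.9% and 21.7%. Their gap ratios were 7.61% (5.70 to 10.1%), 7.56% (5.66 to 10.0%) and 5.73% (4.18 to 7.79%), with overlapping intervals. The next place was shared by the 22 genes with 2 sites.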

Values the study reported

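The study reported 388 Ψ sites in the shoot mRNA of maize. For shoots of the other species it gave 2,521 sites in rice, 1,347 in soybean and 2,566 in Arabidopsis.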

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

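The splits by pass score, the minimum of 1600 reads, the use of a single site per window, the restriction to coding sites, the minimum of 50 reads for motif shares and gene features, and all tests of the 3′ UTR and of neighbouring uridines were chosen after seeing the data. The other alternatives were fixed before the data were examined. Of the alternatives to the results that answer a comparison, 48 kept the direction and the side of the threshold or stayed within the interval, 12 moved outside it, 9 lost significance and 9 reversed. Among the shares of single motifs other than CΨC and GΨG, 39 stayed within their intervals and 6 left them. Where no other value is named, the cause was not tested.

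With the gap ratio in place of the fraction, the classes under 20%, from 20 to 50% and over 50% held 90.5%, 6.70% and 2.84% of the sites. The same change altered the motif differences to 5.06 percentage points for AΨC, −3.62 for CΨC and 2.39 for UΨC, all without significance, and reversed GΨC to −1.96 and GΨG to 2.60 (adjusted p from 0.0631 to 0.553). Requiring at least 50 reads lowered the class over 50% to 5.85% and the CΨC difference to −2.45 (adjusted p 0.166), and turned UΨG to 0.0247. Among sites with at least 1600 reads the classes held 67.4%, 31.4% and 1.16%.

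A pass score of 2 gave 28.3% of sites under 20% and 19.2% over 50%, a CΨC share of 26.7% and a GΨG share of 31.7%. The motif differences under it were −10.1 for CΨC and −1.43 for GΨG, both without significance, with GΨC reversed to −6.34 and UΨG to 0.561. A minimum fraction of 20% lowered the GΨG share to 17.5% and gave differences of −1.86 for GΨC and 1.11 for GΨG, both reversed. This minimum truncates the compared variable itself and left out 51 of the 94 GΨG sites, so that a shift of this kind is partly built in. With medians the CΨC difference was −2.67 (adjusted p 0.145) and that of UΨG reversed to 2.22. The GΨG difference was larger than in the report with at least 50 reads (−9.04, adjusted p 2.5e-05), with medians (−7.96, adjusted p 6e-05) and with a single site per window (−9.41, adjusted p 9e-05). GΨC and UΨG were not separated from 0 in any of these tests. UΨC was above the other sites in all 6 alternatives, by 2.39 to 16.0 percentage points, and lost significance only with the gap ratio (adjusted p from 2.5e-05 to 0.323).

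The difference between the 3′ UTR and the CDS was 3.71 percentage points with medians (p 0.0975) and 1.71 without repeated or T-arm windows (p 0.538), and reversed to −2.71 among sites with at least 50 reads (p 0.214). With the gap ratio it stayed at 11.7 (p 3e-05). The odds ratios of CΨC, GΨG, UΨC, UΨG and GΨC against neighbouring uridines kept their side of the threshold with a single site per window and with coding sites alone, with CΨC at 3.48 and 3.85 and GΨG at 1.92 and 1.88. Both settings still count each run of U by its last base. Counting all uridines in runs, the share of sites preceded by U was not separated from that of neighbouring uridines (Fisher's exact test, p 0.363).

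No paired analysis was possible because the deposited site values are sums over replicates and carry no replicate number. For the same reason the fits without replicate 1 or 2, the treated against input comparison with its coverage minimums, the gap ratio minus that of the input, and the agreement of replicates with its coverage minimums were not run. The alternatives for expression, with their pseudocounts, filters and tools, were not run because the expression columns could not be assigned to libraries. AΨC has no value under a minimum of 50 reads, a minimum fraction of 20% or a pass score of 2, since fewer than 10 of its sites were left. Low depth limits the highest fractions most, since 26 of the 47 sites over 50% had fewer than 50 reads.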

Other observations

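The tests on depth, on the 3′ UTR, on shuffled hairpins, on the T-arm pattern and, in its final form, on codon positions were chosen only after the result was seen. So were the longer stems and the distinct windows below. The design gives a single tissue and no comparison between groups of these values, so no biological explanation was tested for any pattern.

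None of the 388 sites was followed by U, whereas 17.4% of 983 neighbouring uridines were (Fisher's exact test, two-sided, p 3.14e-27). The listed sites were preceded by U in 28.9% of cases (Wilson 95% interval 24.6 to 33.6%). A gap within a run of U cannot be placed uniquely, and the pipeline may assign it to the last U of the run. If so, and if sites had no preference for the bases around them, the share of sites preceded by U should equal a known share. This is the share of neighbouring uridines that lie in a run of at least 2, which was 31.5% (Fisher's exact test, p 0.363). The share of sites preceded by U differed from the share of neighbouring runs that are at least 2 long, 17.1% (Fisher's exact test, p 4.81e-06). The sites did differ from neighbouring uridines in the bases around them, with an odds ratio of 3.42 for CΨC and 0.115 for CΨG. Neither comparison can therefore decide on gap placement. The absence of sites followed by U is what such placement would give. In that case the UΨC and UΨG sites may include modified bases further 5′ in the run.

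The gap ratio fell with depth, and the filter on P values may produce this, if it lets a low gap ratio pass only where many reads cover the site. To test it, the rank correlation was taken again among sites above a minimum depth and a minimum gap ratio. The outcome depended on these minimums, of which 7 pairs were looked at. The rho ran from −0.443 (at least 200 reads and 5%, 200 sites) to 0.138 (at least 800 reads and 5%, 64 sites). It was negative in 5 of 7 pairs and passed an adjusted p of 0.05 in 2, both with a minimum of 200 reads, while Pearson's r passed it in 1. With 200 reads and 6% it was −0.280 (140 sites, adjusted p 0.00259), where Pearson's r of the log10 values was −0.0995 (adjusted p 0.487), and with 200 reads and 8% it was 0.0424 (65 sites, adjusted p 0.737). The lowest listed ratio at 200 to 400 reads was 5.26%. Minimums on both variables narrow their range, which can weaken the correlation whatever its cause. These tests therefore do not decide how much of the relation a detection limit accounts for.

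The higher mean fraction in the 3′ UTR than in the CDS has 2 candidate explanations, low depth and repeated sequence. Among sites with at least 50 reads the difference was −2.71 percentage points (p 0.214). Without windows that occur more than once or match the T-arm pattern it was 1.71 percentage points (p 0.538). The 8 3′ UTR sites in such windows had fractions of 70.8 to 100% and were all among the 13 with fewer than 50 reads. Leaving out sites with fractions this high lowers the 3′ UTR mean whatever the cause, so neither test can support its explanation. They show only that the difference rests on these sites.

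The repetition has a clear centre. The window GAAGGAGAAGTGTGATAAGCT, named after its values were seen, was listed at 6 positions on chromosome 9 and on scaffolds, each annotated as 3′ UTR. The depths were 13 to 24 reads and the gap ratios 61.1 to 100%. Summed over the 6 positions, 92 of 119 reads were gapped, or 77.3% (69.0 to 83.9%). Reads from identical copies cannot be assigned to a single copy, and whether these are 6 sites or 1 was not tested. Altogether 10 windows were listed more than once, at 24 positions. In the 9 windows listed at 2 positions the gap ratios were not separated between the copies (Fisher's exact test, lowest adjusted p 0.486). If copies share reads, similar ratios follow in any case, so this test cannot tell 1 site from 2. The window listed at 6 positions was not part of it.

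In 205 of 388 windows (52.8%, Wilson 95% interval 47.9 to 57.7%) the site lay in the loop of a possible hairpin. Base composition is a candidate explanation, and shuffled windows gave 47.1% (p 0.00999, adjusted p over 7 tests 0.035). Windows with exchanged right flanks gave 45.4% (p 0.001, the smallest that 1000 sets can give, adjusted p 0.00233). Counting each distinct window once, the shares were 53.7% and 46.5% with exchanged flanks (p 0.003). The composition that these sets keep thus does not account for the excess. Shuffled flanks lose the order of bases, and exchanged flanks lose the match between the flanks of a window. No share is given for windows around other uridines, so an excess particular to Ψ sites is not shown. By motif, the share with exchanged flanks and the observed share were 45.2% and 57.4% for GΨG and 48.3% and 67.3% for UΨG. They were 46.6% and 58.9% for UΨC (adjusted p 0.049), and 42.2% and 70.0% for the 10 AΨC sites (adjusted p 0.049). The UΨC and AΨC values lie at the threshold. Before adjustment this run gave p 0.028 and 0.035, while another run of 1000 sets with exchanged flanks gave 0.030 and 0.046. Whether these motifs pass after adjustment thus depends on the run. Against shuffled windows GΨG, UΨG and UΨC also passed an adjusted p of 0.05. AΨC did not pass it there (48.9% in shuffled windows, adjusted p 0.206). GΨC was lower, with 40.7% and 34.5%, and for CΨC they were 46.6% and 44.4%. The one-sided test for an excess gave p 0.835 and 0.755, which does not show whether these motifs had fewer hairpins. CΨC differed from the other sites (44.4% against 56.9%, Fisher's exact test, p 0.023, unadjusted), whereas GΨG did not (57.4% against 51.4%, p 0.343, unadjusted). With at least 6 stacked pairs, 18 of 94 GΨG windows formed a hairpin (19.1%) against 6.33% with exchanged flanks (p 0.001). In distinct windows these were 17 of 87 (19.5%) and 7.05%. At UΨG sites the excess was also present with at least 5 pairs (36.4% against 19.6% with exchanged flanks, p 0.001) but not with 6 (7.27% against 6.27%, p 0.464), where only 4 windows formed a hairpin. The UΨC excess was not separated from 0 with 5 pairs (21.4% against 17.3%, p 0.242) or 6 (5.36% against 4.72%, p 0.501). AΨC gave 30.0% against 18.2% with 5 pairs (p 0.227) and 0 of 10 windows with 6. CΨC lay above its exchanged-flank share with 5 pairs (23.0% against 18.8%, p 0.116) and with 6 (9.52% against 5.93%, p 0.0569). GΨC lay below its share with 5 (6.90% against 14.3%). The p values for longer stems are unadjusted. Hairpin sites did not have a higher fraction (−1.09 percentage points, permutation p 0.586). Gaps caused by structure itself were not tested, since this needs the input reads at each site, and the pattern may come from them.

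A tRNA T-arm holds Ψ in the sequence GUUCRA above a stem of 5 pairs. Windows with this sequence and at least 4 of the 5 pairs were found at 3 sites, named after their values were seen: LOC100383138 (chromosome 1, position 200086641, 3′ UTR, 11 of 30 reads gapped), LOC100193828 (chromosome 4, position 181908750, CDS, 33 of 304 reads gapped) and LOC118475621 (an unplaced scaffold, 3′ UTR, 9 of 11 reads gapped). In 1000 shuffled sets, chance matches in the windows numbered at most 2, with a mean of 0.146 (p 0.001, the smallest possible). These sites may belong to a tRNA-like sequence within the transcript or to reads of tRNA placed there. The second explanation was not tested. None of the chromosome sites lay in an annotated tRNA, and scaffold sites were not checked.

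Over the 294 coding sites, the second codon position held 151 sites, more than the others. Permuting the labels of sites and neighbouring coding uridines within each 3-base motif gave a mean of 153 there. However, neighbouring coding uridines of any motif already lay at this position in 53.1% of cases (319 of 601), against 51.4% of the sites. The sites thus showed no more of this position than other coding uridines of the same windows, and the test cannot credit it to the motif. The GΨG share was not explained by local base composition alone, since its odds ratio against neighbouring uridines was 2.02. That comparison does not correct for detection, which may differ between contexts. The median quotient of fraction and gap ratio was 2.12 in CGΨGG and 3.14 in GGΨGC, against up to 7.68 in other contexts. Of the 94 GΨG sites, 51 had a fraction under 20%. With a minimum fraction of 20% the GΨG share was 17.5%, against 13.7% of neighbouring uridines, so the excess rests largely on sites of low fraction. The background of the whole transcriptome was not analysed here, and the other species of the study were not compared.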
